A study of Mus musculus with 12 samples.

How the data were processed

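RNA was sequenced from 12 individual male mice, in 4 groups of 3. Per the labels' protocols, tissue RNA was purified with Trizol and treated with DNase I, libraries were made with Illumina TruSeq RNA kits, and reads of 150 bp in pairs were obtained on a HiSeq 4000. Total counts per library lay between 11247150 and 23340621. The deposited files hold raw counts of reads per Ensembl gene, 1 library per file. Their names give STAR's gene counting, the GRCm38 build and annotation release 102. The aligner's version, trimming and the handling of reads in more than 1 place are not stated by the labels. Each file has an unstranded count and a count for each strand. The strand columns held between 49.9% and 50.0% of their sum, so the unstranded count was used. No line without a gene name was present in the files used. Symbols and coordinates came from GENCODE vM21, also on GRCm38. Of 55487 gene identifiers, 55141 had a symbol and 55227 had coordinates.

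Groups were taken from the labels. Replicates were numbered in accession order, and the numbers pair no libraries. Replicate pairs within groups differed by more than sampling noise, with a chi-square per degree of freedom over genes from 3.10 to 19.3, so each library was counted as 1 sample. Their Pearson r of log2 CPM over genes lay between 0.988 and 0.993.

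From the counts, each context was tested on its own 6 libraries with edgeR 4.0.16 in R 4.3.3. The steps were filterByExpr, TMM normalization, estimateDisp, a robust glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common biological coefficient of variation was 0.104 at P0 and 0.0998 at P14. The SE of a log2 fold change was derived from the fitted coefficient and its F statistic. CPM were computed on TMM-scaled library sizes, and log2 CPM used a prior count of 2. The difference between contexts was the interaction term of a fit to all 12 libraries. Exact permutation tests were two-sided. Marker lists were tested with camera and fry of limma 3.58.1, with a preset inter-gene correlation of 0.01. Calls near Auts2 were tested with Fisher's exact test in a window of 10 Mb.

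The tests were run on simulated data with 200 genes changed by a factor of 2. edgeR recovered 85.5% of them at P0 and 84.5% at P14, among 16176 and 17208 simulated genes, with 7.57% and 11.5% of calls false. Both shares of false calls exceeded the threshold of 0.05. The changed genes were drawn above a minimum CPM, and no library series or outlying library was simulated. Genes called in the real data had smaller changes, with a median absolute log2 fold change of 0.55 at P0 and 0.52 at P14. The recovery therefore does not carry over to them. The intervals implied by the SE cover variation between animals and counting error together, and read counts without molecular identifiers are not independent molecules.

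Genes named in the text followed a rule set before the data were examined. Auts2, Calb1, Nes and the sex-linked genes were always named. In each context the 5 largest rises and the 5 largest falls were eligible, among genes with an adjusted p under 0.05, an average log2 CPM of at least 1 and all knockout libraries on one side of all controls. Up to 10 genes called in both contexts, the 3 interaction genes with the smallest adjusted p and called members of marker lists were eligible as well. Not all genes that met this rule are named. Other genes named in the closing section were chosen after their values were seen.

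Alternatives set before the data were examined were the larger strand column, RLE and upper-quartile normalization, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, non-robust fitting, 1 fit on all 12 libraries, offsets on GC content or gene length, other thresholds and windows, the library number series as a term, and leaving out each library in turn. GC content was known for 99.9% of tested genes. A fit on the 4 P0 libraries of the first series was added after the depths had been seen. Isoforms and exon 7 itself were not analysed here.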

Results

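Gene expression was measured by RNA sequencing in individual male mice in which exon 7 of Auts2 was targeted, together with littermate controls. Auts2 encodes a neurodevelopmental regulator with a long and a short isoform. Loss of exon 7 is meant to remove the long isoform, and the series asks what that loss does in the brain. The first context was the forebrain at postnatal day 0 (P0), with 3 knockouts made with Cmv-cre, a Cre line active throughout the body, and 3 wild-type littermates. The second context was the hippocampus at postnatal day 14 (P14), with 3 knockouts made with Nes-cre, a Cre line active in neural progenitors and their progeny, and 3 controls labelled as heterozygous for the floxed allele. The labels do not state whether these controls carry Nes-cre, so each P14 fold change compares knockouts with controls that either kept both working alleles or lost 1 of them. Total gene counts ranged from 11247150 to 16796797 per P0 library and from 16830720 to 23340621 per P14 library. Between 24197 and 25560 genes had at least 1 count in a P0 library, and between 24919 and 26338 in a P14 library. The labels give all mice as male, and Xist had at most 13 counts and Ddx3y at least 1165 counts in any library.

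Auts2 was examined first, as the targeted gene. Auts2 (ENSMUSG00000029673) lies on chromosome 5 from 131437333 to 132543344 on the minus strand of GRCm38. Gene-level counts sum all of its isoforms, so they do not measure the long isoform on its own. At P0, the libraries labelled knockout had Auts2 CPM of 176, 194 and 172, and the wild-type libraries had 172, 146 and 167. The means were 181 ± 11.96 and 162 ± 13.7 CPM (SD, n = 3 each), and the log2 fold change was 0.16 with an SE of 0.08. The difference was not past the threshold (edgeR adjusted p 0.362, and an exact two-sided permutation test gave p 0.2, with 0.1 the smallest p that 3 against 3 allows). At P14, Auts2 was at 76.9 ± 9.29 CPM in the knockouts and 94.9 ± 7.41 CPM in the controls (SD, n = 3 each). The log2 fold change was -0.30 with an SE of 0.09 (edgeR adjusted p 0.111, exact permutation p 0.1). Without a filter on low counts the P14 difference passed the threshold (-0.30), and it did not pass in any of the 6 fits that left out 1 library. Total Auts2 counts overlapped between the P0 groups. The change of Auts2 differed between the contexts by -0.48 on the log2 scale (edgeR interaction adjusted p 0.0565), which did not pass the threshold.

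**Figure D1:**
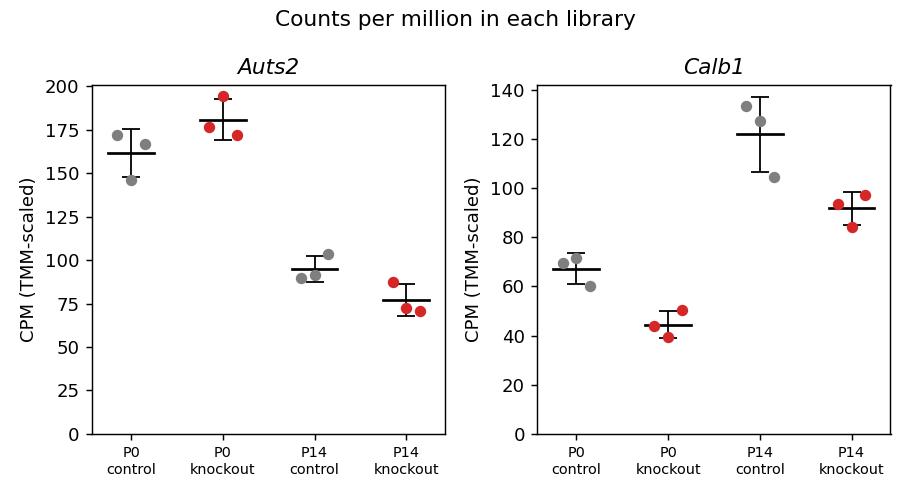
Normalised read counts (CPM, linear axis from 0) of Auts2 and Calb1 in each library, with grey points for controls, red points for knockouts, and bars for the mean and SD of 3 libraries. The groups overlap for Auts2 at P0 but not for Calb1, whose knockout means are 44.4 CPM at P0 and 91.8 CPM at P14 against 67.2 and 121.9 CPM in the controls.

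The P0 comparison asked which genes change in the forebrain when the exon is lost from the whole animal. Of 16176 genes tested with edgeR's quasi-likelihood test, 147 had a Benjamini-Hochberg adjusted p under 0.05. Of these, 31 were higher and 116 were lower in the knockout, so 78.9% were lower. An unadjusted p under 0.05 was reached by 2609 genes. All 147 genes had every knockout library on one side of every control library, against 21.6% of all tested genes and 10% by chance. An absolute log2 fold change of at least 1 was reached by 10 of them. The count depended on single libraries. Leaving out knockout replicate 1, knockout replicate 2, control replicate 1 or control replicate 2 left 1, 15, 2 and 1 genes, while leaving out knockout replicate 3 or control replicate 3 gave 775 and 249. The 2 last-named libraries form a separate library number series (1415 and 1416, against 1407 to 1410). With the series as a term, 465 genes passed, of which 317 were lower. Within the 4 libraries of the first series, 2107 genes passed, and 1160 of them were lower. The other series holds 1 library of each genotype, so it gives no test of its own. In that pair, 63.3% of the genes from the first series had the same sign.

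Among called genes with an average log2 CPM of at least 1, the falls at P0 included Atp10d (-1.47), Dkkl1 (-1.44), Zfp605 (-1.10) and Sema3d (-1.09), with edgeR adjusted p of 0.0164, 0.0280, 0.0368 and 0.0197. The annotation gives Atp10d as a polymorphic pseudogene in the reference strain. The largest rises among them were Fam107a (1.10), Gm37773 (0.84), Gm32444 (0.83), A330084C13Rik (0.73) and Rnf122 (0.68), with edgeR adjusted p from 0.0178 to 0.0483. Gm37773 and Gm32444 are neighbours on chromosome 3. A330084C13Rik is annotated as antisense, and because reads of either strand were counted its value is uncertain. Each of these 9 genes lost its call in at least 3 of the 6 fits that left out 1 library.

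The P14 comparison asked the same question in the hippocampus after loss in the neural lineage. Of 17208 genes tested, 342 had an edgeR adjusted p under 0.05, with 209 higher and 133 lower in the knockout. An unadjusted p under 0.05 was reached by 2622 genes. All 342 genes separated the libraries by genotype, against 20.1% of all tested genes and 10% by chance, and 58 had an absolute log2 fold change of at least 1. Leaving out control replicate 3 raised the count to 1808, and leaving out each of the other libraries gave from 104 to 191. Among called genes with an average log2 CPM of at least 1, the largest rises were Cplx3, Col24a1, Foxp2, Ipcef1 and Gm11549. Cplx3 rose from 1.93 ± 0.995 to 13.9 ± 3.08 CPM (SD, n = 3 each), with a log2 fold change of 2.85 and an SE of 0.34 (edgeR adjusted p 0.00543). The log2 fold changes of Col24a1, Foxp2, Ipcef1 and Gm11549 were 2.37, 2.27, 1.72 and 1.68, with edgeR adjusted p of 0.0277, 0.000105, 2.48e-06 and 0.000468. Col24a1 kept its call in 2 of the 6 fits that left out 1 library. The falls among them included Efemp1 (-1.23), Hpdl (-1.22), Iyd (-1.22) and Vgll3 (-1.21). Their edgeR adjusted p were 0.0126, 0.0134, 0.00259 and 0.00259. Efemp1 and Hpdl kept their calls in 4 and 2 of the 6 fits that left out 1 library.

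Calb1 and Nes were chosen before the data were examined, because Cre lines under their promoters are named in the series. Calb1 (ENSMUSG00000028222, chromosome 4 from 15881264 to 15908064) was lower at P0, at 44.4 ± 5.53 against 67.2 ± 6.21 CPM, and at P14, at 91.8 ± 6.75 against 121.9 ± 15.2 CPM (SD, n = 3 each). The log2 fold changes were -0.59 (edgeR adjusted p 0.0252) and -0.41 (edgeR adjusted p 0.0355), and the exact permutation p was 0.1 in each context. The call was kept at P0 only without knockout replicate 3 (-0.69) or control replicate 3 (-0.66), and at P14 only without control replicate 3 (-0.51); in the other fits without 1 library the log2 fold change lay between -0.57 and -0.51 at P0 and between -0.45 and -0.34 at P14. With the GC content offset Calb1 lost its call at P0 (-0.55) and at P14 (-0.26), and at P14 it also lost its call in the larger strand column (-0.38) and with non-robust fitting (-0.41). Nes did not pass the threshold in either context, with log2 fold changes of -0.06 (edgeR adjusted p 0.861) and -0.21 (edgeR adjusted p 0.415).

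The contexts were then compared with each other. Tissue, age, Cre line and control genotype all differ between them, so no difference can be assigned to one of these. Of 15643 genes tested in both, 13 were called in both, against 3.10 by the product of the call rates (Fisher's exact test, odds ratio 4.64, p 1.42e-05; genes are not independent replicates). Of the 13 genes, 7 were lower in both contexts, 2 were higher in both and the others changed in opposite directions. Calb1, Edil3, Ccdc85a and Cpne4 were lower in both, and Fezf2 was higher in both (0.42 and 0.49). Igfbpl1 (0.61 and -0.67), Sox11 (0.40 and -0.58) and Nfia (0.48 and -0.35) were higher at P0 and lower at P14, and Cit went the other way (-0.49 and 0.56). Leaving out P0 control replicate 1, P0 control replicate 2, P0 knockout replicate 1 or P0 knockout replicate 2 left 1 shared gene in each case. Without P0 knockout replicate 3, P0 control replicate 3 or P14 control replicate 3 there were 47, 26 and 33, and without each other P14 library from 4 to 7. Across genes the differences of mean log2 CPM in the contexts did not correlate (Pearson r -0.0185, Spearman rho -0.00806; genes are not independent replicates), and exact relabelling of genotypes within contexts gave p 0.86 and 0.94 over 100 relabellings.

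**Figure D2:**
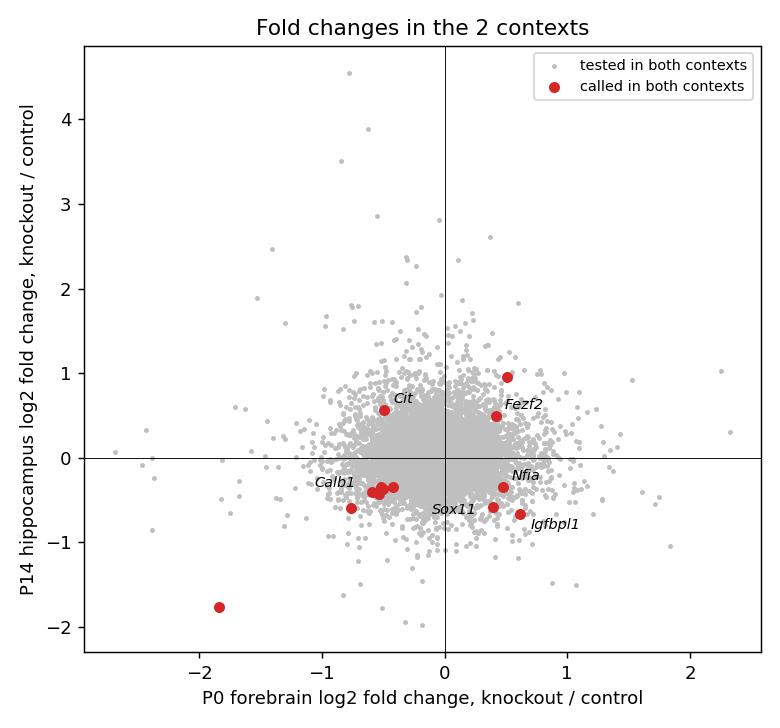
Log2 fold changes (knockout over control) of the genes tested in both contexts, P0 forebrain on the horizontal axis and P14 hippocampus on the vertical axis; each grey point is a gene and red points are the 13 genes called in both. The cloud of points shows no slope (Pearson r -0.0232).

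The difference between the genotype effects was tested as an interaction over all 12 libraries. Of 18189 genes, 326 had an edgeR adjusted p under 0.05, and 2786 an unadjusted p under 0.05. Leaving out P14 control replicate 3 or P0 knockout replicate 3 gave 905 and 590. Leaving out any other library, apart from P0 control replicate 3 and P14 knockout replicate 3, gave from 125 to 176. The smallest adjusted p belonged to Foxp2, whose log2 fold change was 2.49 higher at P14 than at P0 (SE 0.19, edgeR adjusted p 1.63e-07). Garnl3 (1.22, SE 0.14) and Atp2b4 (1.11, SE 0.12) followed, with edgeR adjusted p of 5.83e-05 and 3.63e-05.

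Tests of marker lists, written before the data were examined, addressed cell composition and dissection. Of 19 lists, 6 passed at P0 and 8 at P14 by camera with a preset inter-gene correlation, adjusted over 38 tests. At P0, the dentate granule (median log2 fold change -0.32), oligodendrocyte precursor (-0.31) and astrocyte (-0.30) lists were lower, each with a camera adjusted p of 0.00279. The microglia (-0.22, adjusted p 0.0167) and the mural, fibroblast and meningeal (-0.20, adjusted p 0.0432) lists were lower as well, and the cortical excitatory list was higher (0.18, adjusted p 0.0488). In the cortical list 11 of 15 members were higher, but Slc17a7, 1 of its 2 called members, was lower (-0.54). The genotypes overlapped in mean log2 CPM for the astrocyte, the mural, fibroblast and meningeal, and the cortical excitatory lists. At P14, the dentate granule list was lower (median -0.58, camera adjusted p 2.32e-06). Of its 14 members, 9 were called over all genes and 11 when adjusted over the list alone, among them Prox1 (-0.76), Dsp (-0.93) and C1ql2 (-0.89). The cortical excitatory list was higher (median 0.16, camera adjusted p 0.000220), with 5 of 15 members called over all genes and 7 when adjusted over the list alone, among them Mef2c (0.60). The striatal projection list was higher (median 0.69, camera adjusted p 0.000269), with 2 members called over all genes, one of them Drd1 (1.46), and 8 when adjusted over the list alone. The ependymal list was higher (0.49), and the endothelial (-0.22), mural, fibroblast and meningeal (-0.34), oligodendrocyte (-0.36) and erythroid (-0.43) lists were lower. Of these, the mural, fibroblast and meningeal, the oligodendrocyte and the erythroid lists overlapped between genotypes in mean log2 CPM. The other 13 lists at P0 had adjusted p from 0.0549 to 0.934, and the other 11 at P14 from 0.0574 to 0.847. Under fry, the endothelial, cortical excitatory and dentate granule lists held at P14 and none of the 6 held at P0. With an estimated correlation no list passed in either context, where 0 lists at P0 and 3 at P14 had an unadjusted p under 0.05. By camera with the preset correlation, other splits of the 6 libraries into 3 and 3 called up to 9 lists in each context.

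**Figure D3:**
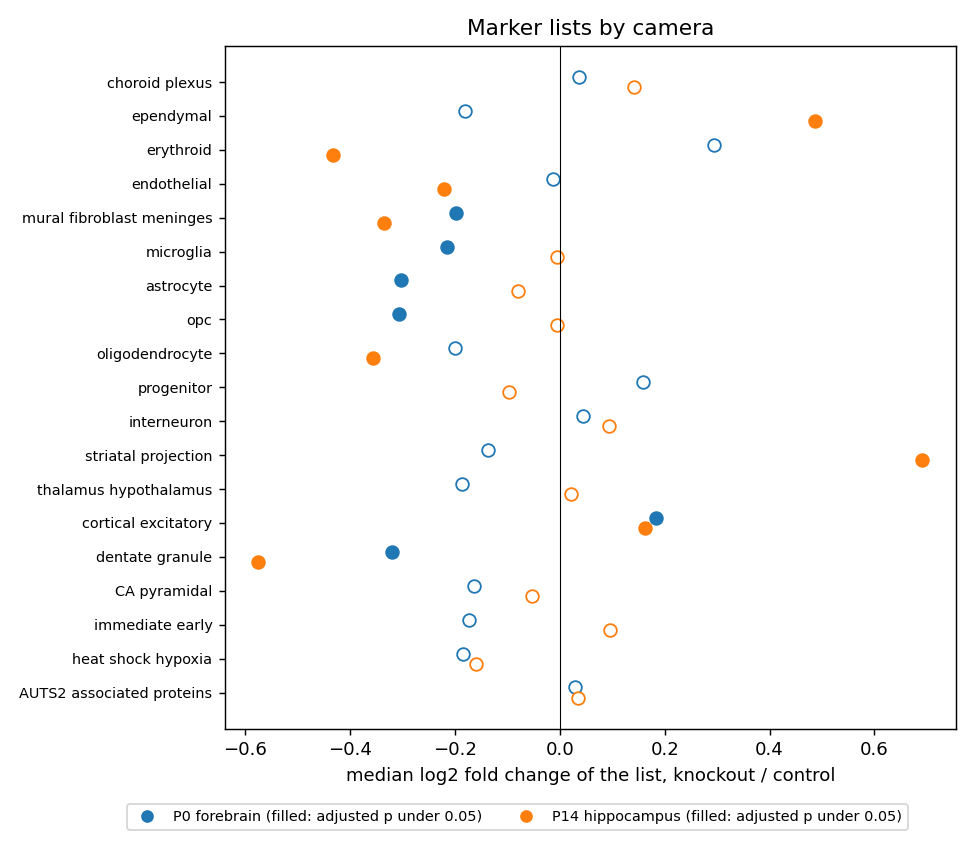
Median log2 fold change (knockout over control, horizontal axis) of each of 19 marker lists in P0 forebrain (blue) and P14 hippocampus (orange), with filled points for a camera adjusted p under 0.05. The dentate granule list is lower in both contexts, at -0.32 and -0.58, and the striatal projection list reaches 0.69 at P14.

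Genes near the targeted locus were compared with all others, to look for alleles carried along with it. Within 10 Mb of Auts2, 3 of 271 tested genes were called at P0 (1.11%), against 144 of 15905 others (0.905%; two-sided Fisher's exact test, odds ratio 1.23, p 0.739). At P14, 3 of 283 were called, against 339 of 16925 others (odds ratio 0.524, exact p 0.386). With a window of 20 Mb, 9 of 486 genes were called at P0 (odds ratio 2.13, exact p 0.0445, adjusted p 0.267 over the 6 combinations of window and context). At P0, leaving out knockout replicate 1, knockout replicate 2, control replicate 1 or control replicate 2 left 1 gene within 10 Mb, and leaving out knockout replicate 3 or control replicate 3 gave 18 and 8. At P14, leaving out control replicate 3 gave 36.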

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

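In this part, the test of adjoining forebrain tissue was chosen after the marker lists had been seen, and the other tests were set before. The genotype effect differed between P0 forebrain and P14 hippocampus for 326 genes by edgeR's interaction test. Only 1 of 50 relabellings of genotype within contexts, the real one, gave as many genes, and the highest other count was 36. The other relabellings were a random draw from those possible. Relabelling also breaks up a genotype effect present in either context. The lower counts therefore do not show by themselves that the effects differ. Tissue, age, Cre line and control genotype change together between the contexts, so which of them underlies the difference stays open and was not tested.

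Among the genes named in the text, 20 had an edgeR interaction adjusted p under 0.05. The difference of log2 fold changes (P14 minus P0) was positive for Cplx3 (3.37), Col24a1 (2.66), Gm11549 (2.63), Foxp2 (2.49), Ipcef1 (1.93), Drd1 (1.61), Garnl3 (1.22), Atp2b4 (1.11) and Mef2c (0.69), all of them higher in the P14 knockouts. It was also positive for Dkkl1 (1.86), Atp10d (1.47), Cit (1.04), Zfp605 (0.92) and Sema3d (0.76), which were lower in the P0 knockouts. It was negative for Iyd (-2.13), Igfbpl1 (-1.30), Sox11 (-0.996), Nfia (-0.84), Rnf122 (-0.76) and Prox1 (-0.69). Iyd had at most 10 counts in any P0 library, Col24a1 at most 22, Gm11549 at most 28 and Cplx3 at most 29, so these values rest mainly on P14. Under the 19 other settings the direction was kept by each of the 20 genes wherever it was tested. Sema3d passed in 7 of 19, Zfp605 and Rnf122 in 11 of 19, Col24a1 in 9 of 18 and Iyd in 10 of 18.

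For the marker lists, 10 of 19 had a camera adjusted p under 0.05 for the difference between contexts. The median difference was positive for the thalamus and hypothalamus (0.92), striatal projection (0.84), ependymal (0.45), oligodendrocyte precursor (0.41), microglia (0.31), choroid plexus (0.27) and astrocyte (0.22) lists. The thalamus and hypothalamus difference used all 16 members, of which 14 were tested at P0 and 12 at P14, so it includes members with low counts; the medians within contexts were -0.19 at P0 and 0.02 at P14. The median difference was negative for the erythroid (-0.70), endothelial (-0.22) and progenitor (-0.16) lists. These calls used the preset correlation, and the interaction was not run with fry.

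At P14 the dentate granule list was lower and the cortical excitatory list higher. Choroid plexus tissue in the knockout dissections stays open. Its list had 15 of 17 members higher (median 0.14, camera adjusted p 0.0574), and the genotypes overlapped only through control replicate 3, which had the highest mean log2 CPM of the list (4.70). Other adjoining forebrain tissue may contribute, since the striatal projection list was higher in every knockout library (median 0.69), with Drd1 rising from 2.58 to 7.08 CPM. Its most abundant members Pde10a (87.7 CPM in controls, log2 fold change 0.10) and Foxp1 (71.2 CPM, 0.38) are high enough in control hippocampus to hide a small share. Of its 14 members, 13 were above 3 counts in every control library, which does not exclude adjoining tissue in the controls. The thalamus and hypothalamus list, also on one side in every knockout library, had 6 of 12 tested members called and 8 when adjusted over the list alone. These went both ways, with log2 fold changes of the list from -1.16 to 2.81, so its median of 0.02 decides nothing. Cortical tissue cannot be told apart from a change within the hippocampus. The most abundant member of the cortical list, Slc17a7, was at 1616 CPM in controls and 1661 CPM in knockouts. The dentate list lay 0.52 below the CA pyramidal list (difference of medians -0.52), but CA members moved both ways and the CA and cortical lists overlap. A loss of dentate granule cells or of their markers in the knockout is the biological explanation left open.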

How the results depend on the processing

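The count of called genes depended on the filter, the tool and single libraries; the cause was not tested except where the number of libraries itself differs. At P0, 147 genes became 357 with DESeq2, 625 without a filter on low counts, 50 with non-robust fitting, 284 in 1 fit on all 12 libraries, 394 with a GC content offset (128 higher and 266 lower), 465 with the library number series as a term, 462 at an adjusted p under 0.1 and 10 when an absolute log2 fold change of at least 1 was also required. The 4 libraries of the first series, chosen after the depths had been seen, gave 2107. The 147 genes had the same sign in each of these fits. At P14, 342 genes became 518 with DESeq2, 814 without a filter, 550 with a gene length offset, 684 at an adjusted p under 0.1 and 58 with the fold change limit. Leaving out 1 library gave from 1 to 775 genes at P0 and from 104 to 1808 at P14.

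The interaction count of 326 became 2.1e+02 (rounded) in the larger strand column, 516 with DESeq2 and 646 without a filter, and from 125 to 905 without 1 library. The 13 genes called in both contexts became 37 with DESeq2, 73 without a filter, 2 with non-robust fitting, 26 in 1 fit on all 12 libraries, 22 with a GC content offset, 29 with the series term and 100 with only the first series, and from 1 to 47 without 1 library.

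Near Auts2, the 3 genes called at P0 became 11 with DESeq2, 16 without a filter, 8 in 1 fit on all 12 libraries, 13 with a GC content offset, 12 with the series term, 45 with only the first series and 9 in a window of 20 Mb, and from 1 to 18 without 1 library. The 3 at P14 became 5 in the larger strand column, 5 with DESeq2, 11 without a filter, 5 in 1 fit on all 12 libraries, 7 with a gene length offset and 9 in a window of 20 Mb, and from 2 to 36 without 1 library. The 6 marker lists at P0 became 0 with an estimated correlation and 1 with fry, and the 8 at P14 became 0 and 3. The 1 list under fry at P0 was the CA pyramidal list (median -0.16, fry adjusted p 0.0141). It was not among the 6 (camera adjusted p 0.260). With the estimated correlation, 0 lists at P0 and 3 at P14 had an unadjusted p under 0.05.

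Auts2 kept its direction in every fit, and at P14 it passed the threshold without a filter on low counts (-0.30). The correlation between contexts ranged from -0.0478 to 0.0278 without 1 library, changing sign in some of these fits. Nes at P0, not past the threshold, changed sign in the larger strand column (0.0094) and with only the first series (0.20), and ranged from -0.14 to 0.12 without 1 library. Among gene results past the threshold, 34 of 63 kept their call under every setting other than leaving out a library, and 30 of 63 kept it in every fit without 1 library. Of the P0 genes counted here, none kept its call in more than 3 of the 6 fits without 1 library. No paired analysis was possible because the labels give no replicate numbers.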

Other observations

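In this part, the tests on chromosome 5 and on mitochondrial genes were chosen after the results had been seen, and the others were set before. With 6 libraries per context there are 10 splits into 3 and 3, so the share of splits cannot fall under 0.1. The real split was the only 1 of 10 with as many called genes in each context. The highest count in another split was 7 at P0 and 2 at P14. For genes called near Auts2 it was likewise the only 1 of 10 in each context, but the other splits called too few genes anywhere to match it, so this says nothing about location. As many marker lists were called in 2 of 10 splits at P0 and in 2 of 10 at P14, and another split reached 9 lists in each context. For the genes called in both contexts, 1 of 100 combinations of splits, the real one, shared as many. The other splits called too few genes to share 13, so this adds nothing beyond the counts in each context.

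Chromosome 5, which carries Auts2, held 23 of the 147 genes called at P0 (18 of them lower), an odds ratio of 2.67 against the other chromosomes (Fisher's exact p 1.33e-04, adjusted over 20 chromosomes 0.00267). Its calls included Atp10d, Zfp605 and Sema3d. At P14 it held 19 of 342 (odds ratio 0.837). At P0 the real split was the only 1 of 10 with as many calls on chromosome 5, but the other P0 splits called at most 7 genes anywhere, so this says nothing about location. The odds ratio lay between 1.30 and 3.57 under the settings other than leaving out 1 library. Without knockout replicate 3 it was 1.35 and without control replicate 3 it was 2.84; without any other single library 15 or fewer genes were called in all. Alleles of a mixed background that travel with the targeted locus are a candidate explanation, yet calls were not denser within 10 Mb of Auts2 than on the rest of the chromosome (odds ratio 0.433, Fisher's exact p 0.227). Only 3 calls lie in that window, so linkage over most of the chromosome cannot be told apart from other causes.

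Most genes called at P0 were lower in the knockout. GC content or gene length bias as the whole cause is argued against, since most called genes were lower with either offset. The share was 67.5% with the GC content offset and 71.7% with the gene length offset. Both lay under the 78.9% of the main fit, so a partial role of these biases stays open. The genes called in the main fit had a median log2 fold change of -0.50. It was -0.48 with the GC content offset and -0.47 with the gene length offset, but these genes were already chosen for their change. The library number series stays open. Each series holds equal numbers of both genotypes, so a shift shared by all libraries of a series falls on both genotypes alike. With the series as a term, the called genes kept a median of -0.50 and 74.8% of as many top genes were lower. A genotype difference that depends on the series is not covered by that term. Nor is a litter difference within the first series, where animal numbers lie apart by genotype. Among as many top genes from the 4 libraries of the first series 64.6% were lower, between an even split and the 78.9% of all 6 libraries. A higher share of progenitors may contribute, but the progenitor list (median 0.16, camera adjusted p 0.0742) did not pass its threshold. At P0 the fold changes correlated across genes with the difference between P14 and P0 libraries (Pearson r -0.229, the largest of 10 splits), with knockouts shifted toward the P0 libraries. At P14 the correlation was -0.180, as large in 3 of 10 splits, also toward the P0 libraries. The P14 libraries are hippocampus and the P0 libraries forebrain, so this difference mixes region with age and cannot tell maturity from regional content. Less mature knockout forebrains at P0 stay open, also because genes are not independent replicates and the splits are few. For P14, more mature knockout hippocampi have no support here, since the correlation has the other sign, and they are not excluded either, because other splits gave values as large.

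At P14, several mitochondrial genes and annotated nuclear copies of mitochondrial sequence were called as higher. More mitochondrial reads in the knockouts are argued against, because the mitochondrial percent of the counts differed by 0.143 points and overlapped between genotypes. The 5 mitochondrial protein genes with at least 90% of their 31-mers in transcripts of nuclear genes rose by 0.50 to 0.94. All 12 nuclear genes whose transcripts share at least 100 31-mers with mitochondrial genes of any kind rose, with a median of 0.58. These nuclear copies are therefore not a matched set for the 5 genes. The other 8 mitochondrial protein genes had a median of 0.09, a difference of 0.48 between the medians. The exception among them was mt-Atp8 (0.78), which overlaps mt-Atp6. Reads shared between mitochondrial genes and nuclear copies are therefore a candidate source. Why the placing of such reads would differ between genotypes was not tested. At P0 the same nuclear copies had a median of -0.26 and none was called.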
